A study of Tristaniopsis glauca with 5 samples. Its data were reported in "Transcriptome data from three endemic Myrtaceae species from New Caledonia displaying contrasting responses to myrtle rust (Austropuccinia psidii)" (2019).

How the data were processed

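Total RNA was extracted from leaves of 5 individual plants with a CTAB protocol, and paired-end poly-A libraries were prepared with a TruSeq kit and sequenced on an Illumina HiSeq. Each plant gave 1 library. The groups followed the rust phenotype given in the labels, 4 infected plants and 1 healthy plant, and infected plants were numbered in the order of their records, a number that carries no other meaning. RNA integrity numbers of 7.4 to 8.1 were given per the labels.

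The authors trimmed the reads with cutadapt, removed reads of low quality, and aligned the rest to the E. grandis reference genome (RefSeq assembly Egrandis1_0) with HISAT2, given as version 2.04 in the submitters' processing notes. Alignments were passed to StringTie with the reference annotation and filtered with SAMtools. The program that counted reads, and whether strand was used, are not given in the sources used here. According to the authors, the SAMtools filter took out reads that did not map or that mapped to several places. The mapping-quality setting described by the authors excludes no aligned read by itself, so reads from near-identical copies, such as the PR-10-like genes and the chitinases, could have been assigned to more than one copy or divided between them. Mapping to another species also means that divergent genes can lose reads in every plant.

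The count table deposited by the authors held raw whole-number read counts for 43432 features, 43384 genes and 48 tRNA features, with the width of each gene model in bases. A second table deposited by the authors held RPKM, counts scaled to gene width and library total. The RPKM values were recomputed from counts, width and column totals with a largest difference of 4.18e-11, so they held no further scaling and were not tested. A further table deposited by the authors, made with edgeR 3.14.0, held log2 fold changes, p-values and false discovery rates for the comparison of infected with healthy plants. Total counts per library ranged from 15219920 to 18534165. The 10 most abundant genes took 2.82% to 8.76% of the counts of a library. Counting intervals and floors (3 counts for a gene at 0) cover counting error only, since PCR copies of a molecule cannot be told apart here. The 5 libraries differed from each other by far more than sampling noise, with a chi-square per gene of 83.8 to 312, so no library was a repeat of another.

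Genes were kept when their CPM summed over the 5 libraries was above 1 and at least 2 libraries had a count, which left 31959 genes. Libraries were scaled by TMM, with factors of 0.834 to 1.18. The main comparison was the quasi-likelihood test of edgeR 4.0.16 (glmQLFit and glmQLFTest) in R 4.3.3, infected minus healthy, two-sided, with no covariate. Genes passed at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 1. With 1 healthy plant the 3 residual degrees of freedom came from infected plants. Common dispersion was 0.592. The SE of a log2 fold change was its absolute value divided by the square root of the F statistic of that test. It holds no measured spread of the healthy plant. Levels are given as TMM-scaled CPM, and log2 CPM used a prior count of 2. The 3 gene lists, PR-10-like genes, chitinases and all 28 genes the study named by product, were tested with camera of limma 3.58.1 (preset correlation 0.01, then an estimated one), with fry, and with an exact permutation test of the list mean. Lists based on product descriptions of the reference annotation were not analysed here, because the files used here do not pair gene identifiers with product names. Each plant was set alone against the other 4. Similarity was given by Pearson correlation and multidimensional scaling.

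Most tests, the thresholds, the lists and most alternatives were chosen before the data were examined. The exact permutation test of the list mean and the adjustment of p over a list alone were not part of that plan. The rule for named genes took the genes passing the test, then genes of smallest unadjusted p with the healthy plant outside the range of infected plants and a mean log2 CPM of at least 1, and then the study's genes by family, at most 4 per family by mean log2 CPM. Without product names, 2 further identifiers per direction were printed. LOC104415213 was named in addition after its values were seen. Comparisons that used infected plants 3 and 4 alone, the 11 sets of infected plants, the values of called genes in infected plants 1 and 2, the filter of CPM above 1 in 2 libraries and the count of genes 4-fold apart in a single plant were chosen after seeing the data. Alternatives were the exact test of edgeR with one common dispersion, the kind of dispersion the authors used, robust estimation, DESeq2 1.42.0, limma voom, glmTreat, 3 other scalings, 3 other filters, no minimum fold change, and leaving out each infected plant.

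The tests were tested on simulated data with 30243 genes, 4 infected plants and 1 healthy plant, and 50 genes changed at each of 4, 16, 64 and 256-fold. The quasi-likelihood test recovered 0, 1, 3 and 10 of them with 0 false calls. The exact test with one common dispersion recovered 1, 10, 28 and 42 with 63 false calls. DESeq2 recovered 3, 30, 42 and 39 with 311 false calls, and limma voom recovered 0, 1, 18 and 29 with 0 false calls.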

Results

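Leaf transcriptomes were obtained by paired-end RNA sequencing from 5 individuals of Tristaniopsis glauca, a tree of the Myrtaceae endemic to New Caledonia, kept in a commercial nursery. The plants were exposed to natural infection by Austropuccinia psidii, the fungus that causes myrtle rust. A total of 4 plants were classed as infected and 1 plant as healthy. The infected class could also include plants whose rust had been seen only before the day of sampling. The healthy class rested on symptoms never having been seen, which the study did not regard as reliable evidence of resistance. Reads had been aligned to the genome of Eucalyptus grandis, another Myrtaceae, and counted per gene of that species. The count table held 43432 features, of which 43384 were genes and 48 were tRNA features. The healthy library held 18534165 counts. Infected plants 1, 2, 3 and 4 had 16137737, 16908618, 16884861 and 15219920 counts. The RNA integrity number was 7.4 in the healthy plant and 7.5, 8.1, 7.8 and 8 in infected plants 1 to 4.

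The first question was which genes differ in expression between infected and healthy plants. The genes with a product name came from the study's list of genes over-expressed in several species, a choice that rested partly on these libraries, so their direction here is not independent evidence. The log2 fold change of the 28 genes of the list, infected over healthy, had a median of 6.26, also with genes at 0 counts in the healthy plant taken at their lower bound, and the lowest value was 4.58. The fitted median was 5.53 without infected plant 3. The healthy plant had the lowest level of the 5 plants in 24 of them, with near ties to infected plant 1 for some chitinases. The excess differed widely between the infected plants, with a median log2 ratio to the healthy plant of 2.73 in infected plant 1, 6.83 in infected plant 2, 6.98 in infected plant 3 and 3.15 in infected plant 4. None of the 28 genes passed the edgeR quasi-likelihood test of the 4 infected plants against the healthy plant, and none passed when adjusted over the list alone, where the smallest adjusted p was 0.0951.

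The PR-10-like genes, coding for small pathogenesis-related proteins of the same fold as the birch pollen allergen, were the most abundant family of the list. All 10 members were lowest in the healthy plant, with a median log2 fold change of 5.37 (range 4.58 to 8.42). LOC104415206 was measured at 52.4 CPM (counts scaled to library size) in the healthy plant and at 1250 ± 1045 CPM (SD, n = 4) in infected plants. LOC104415212 had 20.6 CPM in the healthy plant and 548 ± 465 CPM (SD, n = 4) in infected plants. LOC104415201 had 10.5 CPM against 420 ± 380 CPM (SD, n = 4), and LOC104415202 had 7.31 CPM against 244 ± 212 CPM (SD, n = 4). Their log2 fold changes were 4.58 ± 1.75 (SE), 4.73 ± 1.70 (SE), 5.31 ± 1.87 (SE) and 5.06 ± 1.85 (SE) in the order given. Without infected plant 3, the value was 4.12 for LOC104415212 and 4.64 for LOC104415201. The median log2 ratio of the family to the healthy plant was 3.04, 5.94, 6.01 and 3.32 in infected plants 1 to 4. DESeq2, cited here and below, gave 311 false calls on simulated data of this design, so a pass in it is weak evidence. Over all genes tested, none of the 10 members passed the edgeR quasi-likelihood test, while all 10 passed in DESeq2. In the edgeR quasi-likelihood test 9 had an adjusted p under 0.05 when adjusted over the list alone, with a smallest value of 0.0473, which is not independent evidence for a list chosen on these libraries. Closely related copies can share reads, so the values of single members are uncertain, and LOC104415213, counted here by its product name in the study's table, is placed among the chitinases in the study's text.

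The chitinases, enzymes that cleave the chitin of fungal cell walls, showed uneven levels among infected plants. The median log2 fold change of the 8 genes was 6.37 (range 5.43 to 7.56). Their median log2 ratio to the healthy plant was 0.24 in infected plant 1, 7.03 in infected plant 2, 7.16 in infected plant 3 and 2.30 in infected plant 4. Infected plant 1 was above the healthy plant for 6 of the 8 genes, and the other infected plants were above it for 8 of 8. Some of these 6 were near ties in counts between the healthy plant and infected plant 1. Examples are LOC104456214 (55 and 45) and LOC104456220 (11 and 11), while LOC104419011 had 8 and 20. LOC104456214, an endochitinase, had 3.07 CPM in the healthy plant and 3.35, 268, 246 and 14.9 CPM in infected plants 1 to 4. The endochitinase gene LOC104456219 had 1.0 CPM in the healthy plant and 1.71, 166, 182 and 8.71 CPM in infected plants 1 to 4. Fold changes on the log2 scale were 5.43 ± 3.01 (SE) for LOC104456214 and 6.47 ± 3.33 (SE) for LOC104456219. Without infected plant 2 the value for LOC104456214 was 4.84, and without infected plant 3 the value for LOC104456219 was 5.86. With limma voom on all plants the values were 3.88 for LOC104456214 and 4.82 for LOC104456219. Over all genes, none of the 8 passed the edgeR quasi-likelihood test and 1, LOC104419011, passed in DESeq2. None passed when adjusted over the list alone, where the smallest adjusted p of the edgeR quasi-likelihood test was 0.157. These genes also belong to a family whose copies can share reads.

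The other 10 genes of the list had a median log2 fold change of 6.99, or 6.71 with genes at 0 counts in the healthy plant taken at their lower bound. None of them passed the edgeR quasi-likelihood test over all genes or when adjusted over these 10 genes, for which the smallest adjusted p was 0.0855, while 5 of them passed over all genes in DESeq2 (LOC104422218, LOC104441046, LOC104447583, LOC104447594 and LOC104450568). Lichenase (LOC104450568), a beta-glucanase, had no count in the healthy plant and 1.19, 144, 127 and 6.45 CPM in infected plants 1 to 4, at least 418-fold higher in the mean of infected plants against a floor of 3 counts, and at least 269-fold without infected plant 2. The miraculin-like gene LOC104425880, related to Kunitz protease inhibitors, had no count in the healthy plant or in infected plant 1, and 31.9, 70.3 and 1.51 CPM in infected plants 2, 3 and 4. Its mean in infected plants was at least 155-fold higher than the floor of the healthy library, and at least 66.5-fold without infected plant 3. Of the polyphenol oxidases, which oxidise phenols to quinones, LOC104441046 had 0.279 CPM in the healthy plant and 11.2, 114, 316 and 6.93 CPM in infected plants 1 to 4, while LOC104428733 had 0.391 CPM and 2.16, 30.4, 103 and 1.44 CPM. Their log2 fold changes were 8.61 ± 3.41 (SE) and 6.43 ± 3.35 (SE), and 7.27 and 4.84 without infected plant 3. A pair of genes related to ACC oxidase, the enzyme of the last step of ethylene synthesis, was higher in each infected plant than in the healthy plant. LOC104447594 had 0.223 CPM in the healthy plant and 16.4 ± 16.8 CPM (SD, n = 4) in infected plants, with a log2 fold change of 6.15 that was 5.24 without infected plant 3. LOC104447583 had no count in the healthy plant and 7.96, 13.7, 39.2 and 1.37 CPM in infected plants 1 to 4, at least 92.9-fold higher in their mean and at least 45.9-fold without infected plant 3. The WRKY transcription factor gene LOC104445691, of a family known for the control of defence genes, had 2.73 CPM in the healthy plant and 65.6 ± 58.1 CPM (SD, n = 4) in infected plants, a log2 fold change of 4.58 that was 3.94 without infected plant 3. The pathogenesis-related STH-2-like gene LOC104438326 had 0.446 CPM against 13.7 ± 14.5 CPM (SD, n = 4). The search planned for the PR-10 family included STH-2, but this gene was not in the PR-10-like list used here. It did not pass in DESeq2. The cationic peroxidase gene LOC104430480 had 3 counts in the healthy plant, for a ratio of 122 with a 95% counting interval of 41.8 to 593, or 76.6 without infected plant 2, but was below the healthy plant in infected plant 1. The uncharacterised gene LOC104422218 had 0.279 CPM in the healthy plant and 39.5 ± 37.5 CPM (SD, n = 4) in infected plants.

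**Figure D1:**
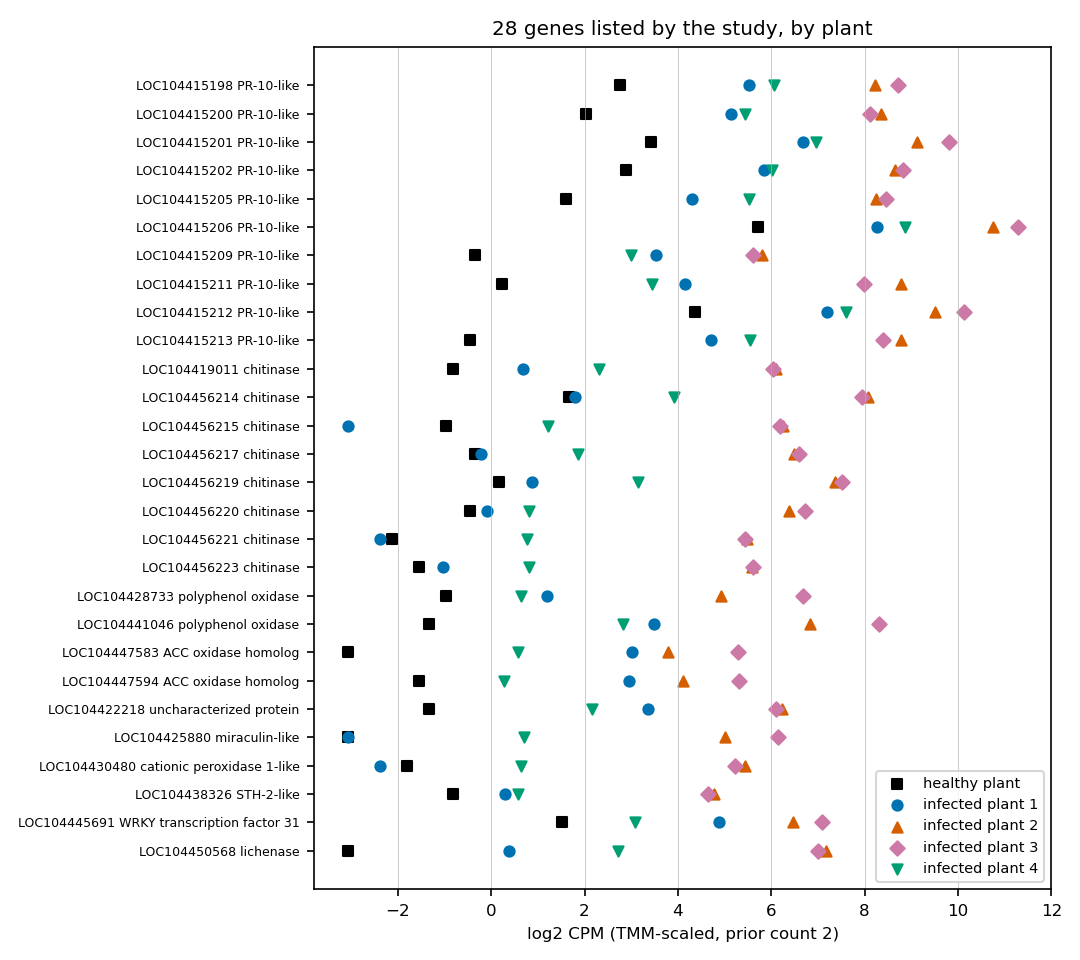
Expression of the 28 study genes in each plant, as log2 CPM (TMM-scaled, prior count 2) on the horizontal axis, with 1 symbol per plant and 1 line per gene. The healthy plant (black squares) is lowest for 24 of the 28 genes, with near ties to infected plant 1 for some chitinases. The highest plant is infected plant 2 for 12 genes and infected plant 3 for 16 genes.

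Of the genes without a product name, LOC104441575 was the one of smallest unadjusted p among those lower in infected plants at a mean log2 CPM of at least 1. It had 220 CPM in the healthy plant and 9.74, 7.31, 5.11 and 2.67 CPM in infected plants 1 to 4, a log2 fold change of -5.15 ± 0.64 (SE). LOC104417982 had 20.9 CPM in the healthy plant and 1.56 ± 0.34 CPM (SD, n = 4) in infected plants, a log2 fold change of -3.74 ± 0.59 (SE). In the other direction, LOC104425848 had 2 counts in the healthy plant and 7.15 ± 2.25 CPM (SD, n = 4) in infected plants, a ratio of 64.1 with a 95% counting interval of 17.7 to 529. LOC104448131 had no count in the healthy plant and 4.61 ± 2.60 CPM (SD, n = 4) in infected plants, at least 27.5-fold higher. These 4 genes did not pass the quasi-likelihood test of edgeR, while all 4 passed in DESeq2 and LOC104441575 also passed in the edgeR exact test with one common dispersion.

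Over all genes, 0 of the 31959 tested passed the quasi-likelihood test of edgeR at an adjusted p under 0.05 and a fold change of at least 2, and the smallest adjusted p was 0.9995. At an unadjusted p under 0.05 there were 1140 genes, 791 higher and 349 lower in infected plants, where 1598 are expected by chance alone. This number was 611 without infected plant 3 and went up to 1635 without infected plant 4. The median log2 fold change of all tested genes was 0.15, and up to 0.22 under other scalings of the libraries. The healthy group is a single plant, so the spread was taken from the infected plants and the healthy plant was assumed to vary like them. The count depended on the tool, since limma voom called 0 genes, the edgeR exact test with one common dispersion called 24 (1 higher, 23 lower, none of them among the 28 study genes) and DESeq2 called 294 (271 higher, 23 lower), of which 16 were study genes, including the 10 PR-10-like genes and 1 chitinase.

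The next comparison set the gene families of the list against the other genes. The study chose these genes as over-expressed in infected plants, partly on these libraries. A higher level in infected plants was therefore built in, and the tests below are not independent evidence. The mean log2 CPM of the PR-10-like genes was 2.22 in the healthy plant and 5.54, 8.62, 8.73 and 5.85 in infected plants 1 to 4. The mean log2 CPM of the chitinases was -0.55 in the healthy plant and -0.43, 6.47, 6.50 and 1.85 in infected plants 1 to 4. For the 28 genes together it was 0.08 in the healthy plant and 2.36, 6.88, 7.18 and 3.12 in infected plants 1 to 4. With a preset correlation of 0.01 between genes, camera of limma gave an adjusted p of 7.72e-13 for the PR-10-like genes, 0.000412 for the chitinases and 1.79e-18 for the 28 genes, all towards higher expression in infected plants. These calls were lost with a correlation estimated from the data, where the adjusted p of camera was 0.215 for the PR-10-like genes, 0.286 for the chitinases and 0.215 for the 28 genes. An exact two-sided permutation test of the list mean gave p = 0.2 for the PR-10-like genes, p = 0.6 for the chitinases and p = 0.2 for the 28 genes, where 0.2 is the smallest p that 5 plants allow.

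The similarity of the libraries was examined over all tested genes. The healthy plant was closest to infected plant 4, with a Pearson correlation across genes of 0.894, followed by infected plant 1 (0.856), infected plant 3 (0.840) and infected plant 2 (0.772). Over the 500 most variable genes the closest was infected plant 1 (0.458), followed by infected plant 4 (0.428). Infected plants 2 and 4 had the lowest correlation of the 10 pairs, 0.740. Genes are not independent replicates, so no test was attached to these values. In multidimensional scaling, the first dimension held 47.5% of the variance and the second 23.0%. The healthy plant lay at 87.6 on the first dimension, between infected plant 1 (84.5) and infected plant 4 (128). Infected plants 2 and 3 lay at -214 and -86.2 on it. On the second dimension the healthy plant was the lowest, at -99.05. Infected plants 1 to 4 lay at 167, 8.84, -29.5 and -47.5 there, so infected plant 1 was far from the healthy plant. The study described plants of like phenotype as clustering in its own scaling plot of the nursery T. glauca. That pattern was not seen on the first dimension here, with all 5 libraries and Euclidean distances over all tested genes. Which libraries, genes and distance measure entered the study's plot could not be checked, so the 2 plots may not be alike.

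**Figure D2:**
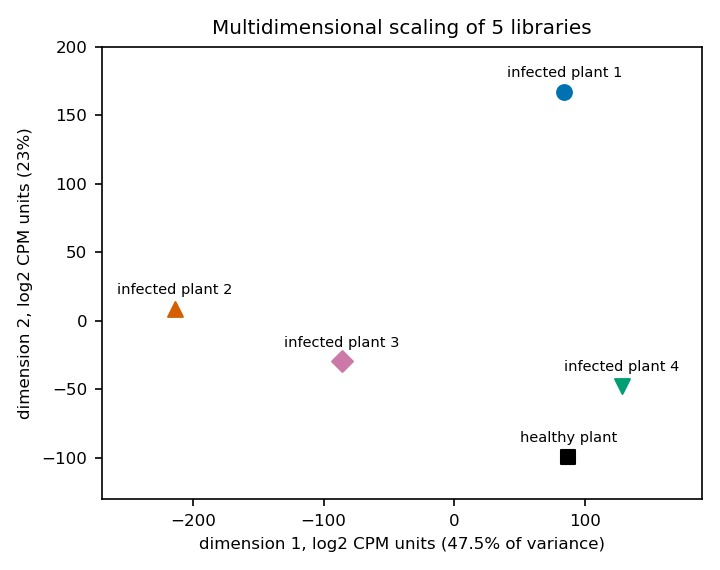
Multidimensional scaling of the 5 libraries from log2 CPM of all tested genes, with dimension 1 (47.5% of variance) on the horizontal axis and dimension 2 (23.0%) on the vertical axis, both in log2 CPM units, and 1 symbol per plant. The healthy plant lies nearest to infected plant 4, and infected plant 2 lies farthest to the left.

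Each plant was then set against the other 4, to see how the healthy plant compared with any single plant. The quasi-likelihood test of edgeR called 0 genes for each of the 5 plants. Genes at an unadjusted p under 0.05 numbered 1140 for the healthy plant, 2107 for infected plant 1, 3438 for infected plant 2, 451 for infected plant 3 and 960 for infected plant 4. The exact test with one common dispersion called 24 genes for the healthy plant and 134, 794, 57 and 16 genes for infected plants 1 to 4. The healthy plant was the highest or the lowest of the 5 for 37.7% of genes, where chance gives 40%. That share was 45.5%, 51.6%, 27.4% and 42.0% for infected plants 1 to 4.

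The authors' deposited table of the comparison listed 23621 genes and called 413 of them (1.75%), 234 higher and 179 lower in infected plants. The PR-10-like gene LOC104415213 had the highest log2 fold change of its family in the authors' deposited table, 8.30. All 28 study genes were called in the authors' deposited table. This was largely built in, since the study chose them as over-expressed in common across its species, T. glauca among them. Each of the 11 sets of at least 2 infected plants was compared with the healthy plant by the exact test with one common dispersion, after a filter of CPM above 1 in at least 2 of the libraries used. The authors' deposited table was matched by infected plants 3 and 4 alone, with a largest difference of 1.52e-10 in log2 fold change and of 1.46e-09 in p. With all 4 infected plants the same procedure called 21 genes, 6 higher and 15 lower. The number of genes called over the 11 sets went from 0, for infected plants 1 and 2 or 2 and 4, to 1143 for infected plants 2 and 3.

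**Figure D3:**
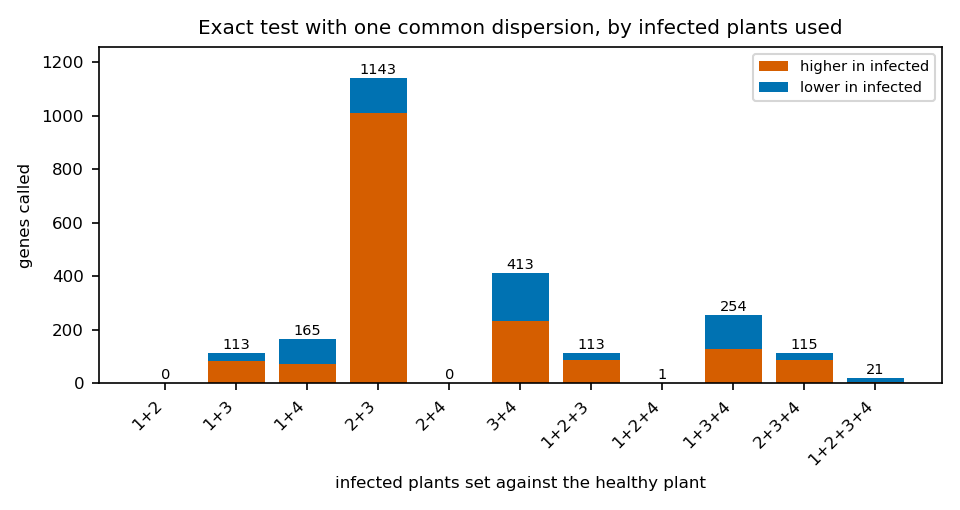
Number of genes called by the exact test with one common dispersion (vertical axis, genes) for each set of infected plants compared with the healthy plant (horizontal axis), with genes higher in infected plants in orange and lower in blue. The set of infected plants 3 and 4 gives 413 genes, all 4 infected plants give 21, and infected plants 2 and 3 give 1143.

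The genes called in the authors' deposited table were followed in the plants that its comparison left out. Of the 234 genes called higher, 203 (86.8%) were above the healthy plant in infected plant 1, with a median log2 ratio of 2.62, and 233 (99.6%) in infected plant 2, with a median of 5.34. Of the 179 genes called lower, 176 (98.3%) were below the healthy plant in infected plant 1, with a median log2 ratio of -2.96, and 149 (83.2%) in infected plant 2, with a median of -1.38. These shares share the healthy plant with the call itself, and simulated unchanged genes called against the same plant gave 96.7% and 98.5% for genes called higher, and 93.9% and 89.8% for genes called lower, in infected plants 1 and 2. Those simulations called a mean of 4.32 genes higher and 4.18 lower, far fewer than the 234 and 179 genes followed. Their percentages therefore cannot decide how much of the observed shares came from the common healthy plant alone. With all 5 libraries, 113 of the 234 and 62 of the 179 had an unadjusted p under 0.05 in the quasi-likelihood test of edgeR and none passed it. With all 5 libraries DESeq2 called 294 genes, of which 144 were among the 413 called in the authors' deposited table. The edgeR exact test with one common dispersion called 24, of which 9 were among them. Both fits include the healthy plant and infected plants 3 and 4, which alone matched that table. The overlap is therefore partly built in.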

Values the study reported

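For the nursery plants of T. glauca mapped on E. grandis, the study reported 413 differentially expressed genes out of 23,622, or 1.75%, with 234 over-expressed and 179 under-expressed in infected plants, at a fold change of at least 2 and an FDR threshold of 0.05. Across the species studied it listed 33 over-expressed genes in common, 28 of them with an identified product.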

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

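The comparisons limited to infected plants 3 and 4 and the filter of CPM above 1 in 2 libraries were chosen after seeing the data; the other settings were not. No gene passed in the quasi-likelihood test of edgeR under any scaling, filter, robust estimation, glmTreat, without a minimum fold change, with infected plants 3 and 4 only, or when each infected plant was left out (0 to 0 genes), nor with limma voom. The exact test with one common dispersion called 24 genes and DESeq2 called 294. With infected plants 3 and 4 only and a filter of CPM above 1 in 2 libraries, the exact test called 413. Under that filter it called 21 with all 4 infected plants, so the choice of plants changed the count. The cause of the differences between tools was not tested, although the exact test and DESeq2 also gave 63 and 311 false calls on simulated data. In those simulations the quasi-likelihood test recovered 10 of 50 genes changed 256-fold, so its count of 0 does not exclude large changes.

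The study chose the gene lists partly on these libraries, and infected plants 3 and 4 alone matched the deposited calls. The settings below could not undo that choice. The camera calls held under 3 other scalings, a prior count of 0.5, filterByExpr, no filter, a filter of 10 counts in 4 libraries, and with infected plants 3 and 4 only. When each infected plant was left out, the adjusted p of camera went from 1.7e-13 to 9.1e-11 for the PR-10-like genes, from 4.57e-07 to 0.00409 for the chitinases and from 5.04e-22 to 2.82e-14 for the 28 genes. They were lost with an estimated correlation (adjusted p 0.215, 0.286 and 0.215 in the same order; the estimated correlations were 0.971, 0.992 and 0.921). Fry, which asks whether a list changed and does not compare it with other genes, gave an adjusted p of 0.227, 0.356 and 0.227, and its mixed test gave an adjusted p of 0.191, 0.357 and 0.191. Robust estimation was not run for the gene lists, because camera uses no dispersion estimate. With each plant set alone, the exact test with one common dispersion called 24 genes for the healthy plant and 134, 794, 57 and 16 for infected plants 1 to 4, against 0 for each in the quasi-likelihood test. Over the 500 most variable genes the nearest plant to the healthy plant was infected plant 1, with a correlation of 0.458, in place of infected plant 4. The 32 named genes kept their direction in every setting in which they were tested; leaving out infected plant 3 lowered the size of 12 fold changes by over 1.5 times, leaving out infected plant 2 that of 6, and leaving out infected plant 1 or 4 that of 0; 20 passed in DESeq2, 1 in the exact test and 32 in the exact test with infected plants 3 and 4 only, and 27 were left by the filter of 10 counts in 4 libraries. In limma voom the named genes higher in infected plants had smaller log2 fold changes than in the main fit. The value fell from 11.8 to 7.17 for LOC104425880, from 13.2 to 9.64 for LOC104450568 and from 6.58 to 3.76 for LOC104456215. For LOC104441575, lower in infected plants, it went from -5.15 to -5.29. No paired analysis was possible because the healthy group holds a single plant.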

Other observations

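All tests of explanations in this part were chosen after the results were seen, except the thinning of the libraries. None of the 41 values compared among the 4 infected plants had a plant far enough from the rest to pass Dixon's criterion of 0.829. Most of these values were levels of the named genes. The criterion cannot flag a plant where 4 values form a low pair and a high pair, as the mean log2 CPM of each gene list did. It therefore cannot decide whether an infected plant stood apart. Infected plant 2 was at least 4-fold above or below all other plants for 874 genes, the highest number of any plant.

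The exact test with one common dispersion, at the thresholds and with the filter described by the study and over all 5 libraries, called 24 genes. That is lower than the value quoted from the study above. The sets of plants differ, since the same test with infected plants 3 and 4 only, and a filter of CPM above 1 in at least 2 libraries, called 413 genes.

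The 28 study genes had a wide range among the infected plants. The median range from the lowest to the highest of the 4 plants was 5.19 on the log2 scale, against 1.48 for 20951 tested genes with a mean log2 CPM of at least 1. Scaling of the libraries as the cause was argued against, since a wrong library factor moves every gene alike and the median range of the study genes was above that of those 20951 genes by at least 3.70 under 4 scalings. The median range was 3.16 for PR-10-like genes, 6.72 for chitinases and 5.49 for the 9 study genes outside both families and without STH-2. The search planned for the PR-10 family included STH-2. Reads shared between copies were not tested and remain open for both families. A candidate explanation is that the infected plants differed in the stage or severity of the disease at sampling, as the infected class is not limited to plants with rust on the day of sampling. This was not tested.

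A total of 60 genes were at least 4-fold higher in the healthy plant than in each infected plant. After each library was thinned to 15219920 counts, 58 genes met the same rule. The thinning cannot decide whether greater depth of the healthy library played a part. That library held 18534165 counts, and so small a cut could hardly undo 4-fold differences in scaled CPM. Differences between single plants whatever their rust status may account for such genes, because 3 of the 4 infected plants had at least as many genes 4-fold above all other plants (205, 277 and 60 for infected plants 1, 2 and 3, and 21 for infected plant 4). Genes at least 4-fold below all other plants numbered 258 for the healthy plant and 158, 597, 19 and 201 for infected plants 1 to 4.

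With the healthy plant set against the other 4, 1140 genes had an unadjusted p under 0.05, and the highest count for another plant was 3438, for infected plant 2. Counting the healthy plant, 3 of the 5 plants gave as many genes. The 5 splits are too few for a share under 0.05.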
